A study of Mus musculus with 144 samples. Its data were reported in "Multi-Walled Carbon Nanotube-Induced Gene Expression Biomarkers for Medical and Occupational Surveillance" (2019).

How the data were processed

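Blood microRNA (miRNA, short regulatory RNA) was measured in male C57BL/J6 mice exposed by aspiration to multi-walled carbon nanotubes (MWCNT), to crocidolite asbestos, or to the dispersion medium alone (DM, the negative control). The samples were 144 arrays, 1 per mouse, in 18 groups of 8. The groups were the combinations of 3 times after exposure (months 1, 6 and 12) and 6 exposures (DM, 1, 10, 40 and 80 µg MWCNT, and 120 µg crocidolite). Groups were taken from the labels of each sample. The labels give no replicate numbers, so mice were numbered within each group only to name them.

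The arrays were custom multi-species miRNA arrays with 10336 spots and 3435 probe names each, and each mouse probe was spotted 3 times. Slides carried up to 4 arrays, at positions A to D. The sample arrays lay on 38 slides scanned on 7 days, and 35 slides held 4 of them. Per the file headers and the methods of the study, the authors labelled low-molecular-weight RNA with 1 fluorescent dye, scanned it with an Axon scanner and extracted spots with GenePix. The deposited scanner values are the median foreground and the median local background intensity of each spot, on a linear scale and not normalized. The deposited values are a table that holds log2 normalized intensity for 1262 mouse probes. On every array it equalled the mean log2 background-subtracted intensity of the unflagged spots plus 1 constant per array, with an SD of the difference of at most 1.21e-09 over 1212 to 1262 probes. The constants ranged from -0.91 to 1.66, and the column medians of the table from 4.46 to 6.97. This comparison settles the scale, direction and mapping of these values. How the authors chose the probes of the table was not tested.

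From the scanner values, background was corrected by normexp with an offset of 50 in limma. Values were taken to log2, spots marked bad were left out, and the 3 spots of a probe were averaged. The 1262 mouse probes were then quantile normalized between arrays. The offset compresses the fold changes of dim probes, so every fold change below is on the log2(intensity + offset) scale. A probe counted as above threshold on an array when its background-subtracted intensity exceeded the 10% trimmed mean of the empty spots plus 5 times their SD. Each array had 21 empty spots. The threshold ranged from 13.0 to 62.6 intensity units. The methods of the study used negative control spots and the SD of the area between spots, which were not used here, so this threshold differs from theirs. A probe was kept when it was above threshold on all 8 arrays of at least 1 group, which kept 742 probes (58.8%). Of these, 411 were above threshold on all 144 arrays. Between 486 and 1171 mouse probes per array were above threshold. The number of arrays limits the precision: the median standard error of a difference between 2 groups was 0.11 on the log2 scale.

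The main test was limma (lmFit and eBayes) on 18 group means, with all 144 arrays sharing 1 estimate of the spread. A probe was called, by the thresholds of the study's methods, at an unadjusted p under 0.05, a Benjamini-Hochberg adjusted p under 0.10 within the comparison and a fold of 1.5 or more. The fold limit was applied to values with the offset, which the study's methods do not describe, so for dim probes it was stricter than theirs. The dose trend was a linear contrast in log2(dose + 1), and it and the test of exposure by month had no fold limit. Adjusted p values are two-sided and come from limma unless another test is named. The comparisons were each exposure with DM of the same month, the dose trend within a month, crocidolite with 40 µg MWCNT, DM between months, exposure by month, and array positions. Positions were compared because DM and 10 µg arrays (24 of 24 each) and 80 µg arrays (23 of 24) lay at A or C, while 1 µg (23 of 24), 40 µg (23 of 24) and crocidolite arrays (24 of 24) lay at B or D.

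The files used here do not pair the probe identifiers with miRNA names. Probes are therefore given by identifier, with at most 2 that rose and 2 that fell in a comparison, and the miRNA lists fixed beforehand and the blood miRNAs named by the study could not be looked up. The rule for named probes took, for each exposure, the called probes with the largest changes or, with fewer than 3 calls, the 3 smallest p values. For the trend, month and position comparisons it took the called probes with the smallest p. The comparisons, the alternatives and this rule were fixed before the data were examined. Alternatives covered the background correction, the scaling, the deposited table, the filter, slide, scan day, array position, the test (an unmoderated ANOVA of the 2 groups alone, called the 2-group test of the study's methods), the threshold and the groups of the trend. Alternatives added later were array brightness as a linear term, leaving out the 2 dimmest DM arrays of month 6, leaving out each array in turn, months compared over all 6 exposures, and the subtraction, scaling and 2-group test of the study's methods together. A second scan was used for 4 arrays, as their labels name it. Blocks of slides that no label names were not used.

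The test was run on simulated data made by redrawing the residuals of the real arrays, with 742 probes and 10 runs per setting, for 80 µg MWCNT against DM at month 6. With 20 changed probes, 28.0% of 1.5-fold changes, 94.0% of 2-fold changes and 100% of 3-fold changes were called, and no unchanged probe was called. With 200 changed probes the shares were 49.8%, 97.4% and 99.8%, and 0.97% of the calls were false. The residuals were drawn at random from arrays of all groups, so the simulated groups did not keep the spread of the real month 6 DM arrays. The shares of false calls therefore need not hold for those arrays. The changes were added to values that already held the offset. The shares called therefore hold for folds on that scale, and a dim probe needs a larger change in intensity to reach them. Random splits of the real 80 µg and DM arrays of month 6 gave up to 27 called probes. The work used R 4.3.3, limma 3.58.1, the R package data.table (version 1.17.8), Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.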

Results

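Blood miRNA was profiled on 144 arrays, 8 mice in each of 18 groups. Groups differed in the month after exposure (1, 6 or 12) and in the exposure (DM, 1, 10, 40 or 80 µg MWCNT, or 120 µg crocidolite asbestos, the positive control). Of 1262 mouse probes, 742 were tested. Arrays were similar to each other, with pairwise correlations over probes from 0.89 to 1.00 (median 0.99). Arrays differed in brightness before scaling. DM at month 6 was the dimmest group, at 9.23 ± 0.63 (log2, SD, n = 8), and the other groups averaged 9.42 to 9.93.

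**Figure D1:**
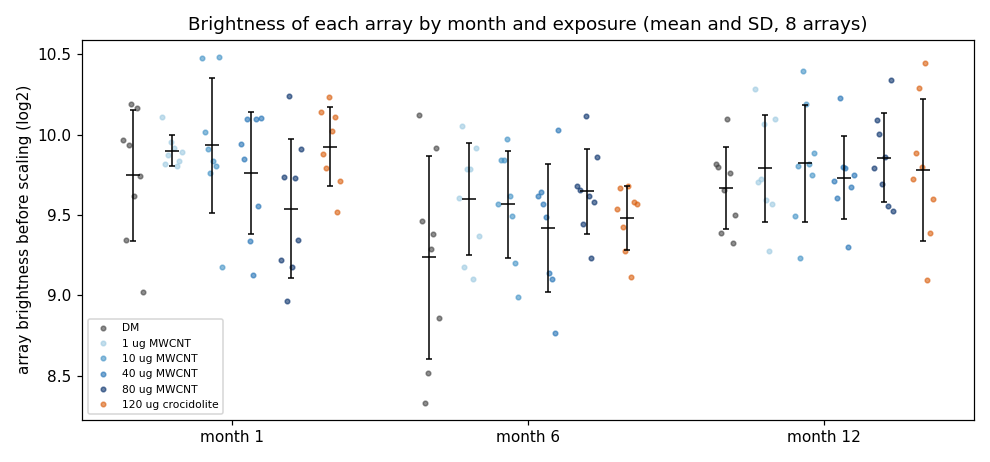
Brightness of each array before scaling (vertical axis, log2, the trimmed mean over 411 probes) by month and exposure. Points are arrays, bars are the mean and SD of 8 arrays, and DM at month 6 has the lowest mean, 9.23, and the lowest array, 8.33.

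The clearest differences were between months in the DM mice, which had no particle exposure. Probes 1084 and 1098 fell. At month 6 probe 1084 was lower than at month 1 by a log2 fold change of -1.75 ± 0.17 (SE), and at month 12 by -1.76 ± 0.17. Its means were 9.89 ± 0.23 (SD, n = 8) at month 1, 8.14 ± 0.58 at month 6 and 8.12 ± 0.34 at month 12. For probe 1098 the log2 fold changes were -2.31 ± 0.27 and -2.44 ± 0.27. Probes 1485 and 1068 rose. Probe 1485 was higher by 0.70 ± 0.17 (SE) at month 6 and 1.18 ± 0.17 at month 12, and probe 1068 by 0.73 ± 0.12 at both. All 8 DM mice of either later month lay beyond the month 1 median for these 4 probes.

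In total 23 of 742 probes were called between month 6 and month 1 (14 higher, 9 lower) and 22 between month 12 and month 1 (15 higher, 7 lower). The calls shared 14 probes, all in the same direction. Both comparisons use the same month 1 mice. Over 100 random regroupings of the 24 DM arrays the shared number had a median of 0 and a highest value of 3, and 0.68 is the number for independent lists. With the month 1 DM mice split into 2 sets of 4, 1 set for each comparison, the median shared number over 20 splits was 6, of a median of 10 called at month 6 and 19.5 at month 12. The count at month 6 rose to 169 (154 higher, 15 lower) under the background subtraction and scaling of the study's methods and to 184 (170 higher, 14 lower) with the deposited table. Under those scalings the median of all probes shifted by 0.30 and 0.32. The count fell to 9 without DM replicate 4 of month 6, to 14 without DM replicate 8 of month 6, to 14 without DM replicate 6 of month 1 and to 6 without the 2 dimmest DM arrays of month 6, where the 23 probes kept their direction and a median of 86.3% of their log2 fold change (lowest 65.8%). With normexp and trimmed-mean scaling the month 6 count was 58, and with the 2-group test of the study's methods it was 5.

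The month differences were also present in exposed mice. Probe 1084 was lower at both later months in all 5 exposed groups, by log2 differences of -0.93 to -1.58, and probe 1098 by -1.15 to -2.07. The falls in DM, from which these probes were picked, were larger at both months. They were -1.75 and -1.76 for probe 1084 and -2.31 and -2.44 for probe 1098. Over all exposures with DM included, a comparison chosen after seeing the data, probe 1084 differed by -1.27 ± 0.07 (SE) at month 6 and -1.37 ± 0.07 at month 12. Of the DM calls, 22 of 22 at month 12 and 23 of 23 at month 6 had the same direction in the mean of the 5 exposed groups, with adjusted p under 0.10 there for 22 and 16. Scan days held several months each. Within the 5 days that held both months, exposed and DM mice were pooled, so these values partly reuse the mice that picked the probes. Probes 1084 and 1098 were lower at month 6 and at month 12 on every day. The smallest difference was -0.86 for probe 1084 and -0.91 for probe 1098. Probes 1485 and 1068 were higher on all 5 days. With scan day as a fixed term, 23 of the 23 and 20 of the 22 DM calls stayed called.

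**Figure D2:**
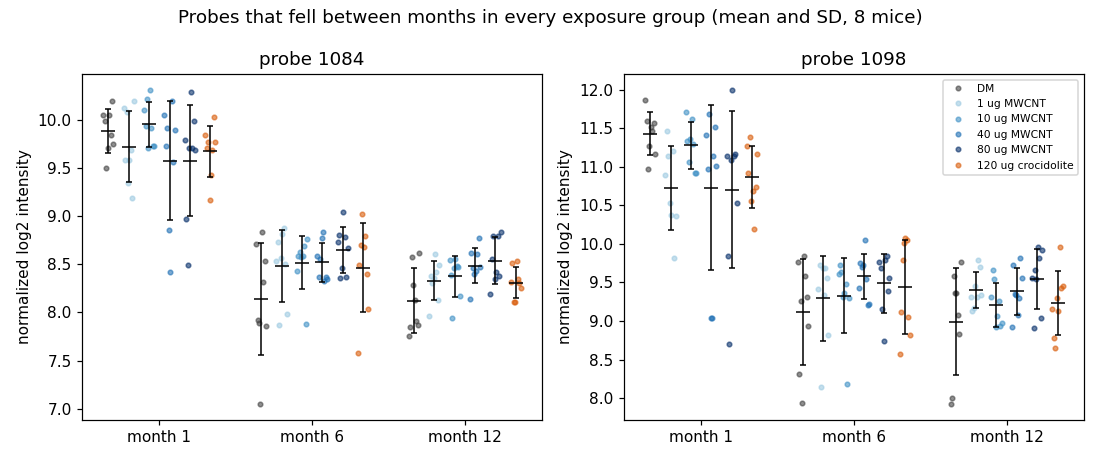
Normalized log2 intensity (vertical axes) of probes 1084 and 1098 by month and exposure, with 1 point per mouse and the mean and SD of 8 mice. In DM, probe 1084 averaged 9.89 at month 1 and 8.12 at month 12, and probe 1098 averaged 11.43 and 8.99.

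The main question of the design was whether blood miRNA differs between exposed mice and DM mice. At month 1 no probe was called for any exposure with limma. The numbers of probes at an unadjusted p under 0.05 were 32 (1 µg), 20 (10 µg), 79 (40 µg), 39 (80 µg) and 39 (crocidolite) of 742. With array position as a fixed term they were 9 (1 µg), 19 (10 µg), 15 (40 µg), 42 (80 µg) and 13 (crocidolite), and the median SE rose from 0.11 to 0.17, 0.16 and 0.17 for 1 µg, 40 µg and crocidolite, which lay almost only at the positions without DM arrays. The smallest adjusted p was at 40 µg, where probe 1380 had a log2 fold change of 0.56 ± 0.15 (SE, adjusted p = 0.135) and probe 1416 of 0.65 ± 0.19 (adjusted p = 0.162). The 2-group test of the study's methods called none at month 1, either on the same values (50, 48, 50, 12 and 43 probes at an unadjusted p under 0.05, in that order) or together with the background subtraction and scaling of those methods (36, 43, 43, 5 and 37).

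At month 6 probes were called only for 80 µg MWCNT, and both fell. Probe 1323 averaged 11.36 ± 0.57 (SD, n = 8) with 80 µg and 12.04 ± 0.47 in DM, a log2 fold change of -0.68 ± 0.16 (SE, adjusted p = 0.0118). Probe ORB_1210679 averaged 10.26 ± 0.38 and 10.90 ± 0.65, a log2 fold change of -0.65 ± 0.19 (adjusted p = 0.0705). All 8 exposed mice lay below the DM median for both. Without the fold limit, 25 probes had an adjusted p under 0.10 (12 higher, 13 lower). Probe ORB_1210244 was higher by 0.51 ± 0.12 (SE, adjusted p = 0.0118), under the fold limit. It averaged 7.27 ± 0.79 (SD, range 6.68 to 9.13) with 80 µg and 6.77 ± 0.26 in DM, where 6 of 8 arrays were above threshold. The SE rests on the spread shared by all 18 groups, and the 80 µg values of this probe were widely spread. Within the 3 scan days that held both groups, probe 1323 differed by -0.30, -1.03 and -0.22 and probe ORB_1210679 by -0.22, -1.14 and -0.35. Those days held 3, 3 and 1 DM arrays and 3, 3 and 2 exposed arrays. The day with the largest differences held DM replicate 4 and 80 µg replicate 6. With array brightness as a term the log2 fold changes were -0.56 ± 0.16 (probe 1323, adjusted p = 0.0934, under the fold limit) and -0.56 ± 0.19 (probe ORB_1210679, adjusted p = 0.198), and without the 2 dimmest DM arrays -0.61 ± 0.17 (adjusted p = 0.283) and -0.49 ± 0.19 (adjusted p = 0.589), so neither was called. No probe was called with the 2-group test of the study's methods or without 80 µg replicate 6. With normexp and trimmed-mean scaling, where the median of all probes shifted by -0.27, 9 other probes were called, all higher, and probes 1323 and ORB_1210679 were at -0.54 and -0.52, under the fold limit.

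**Figure D3:**
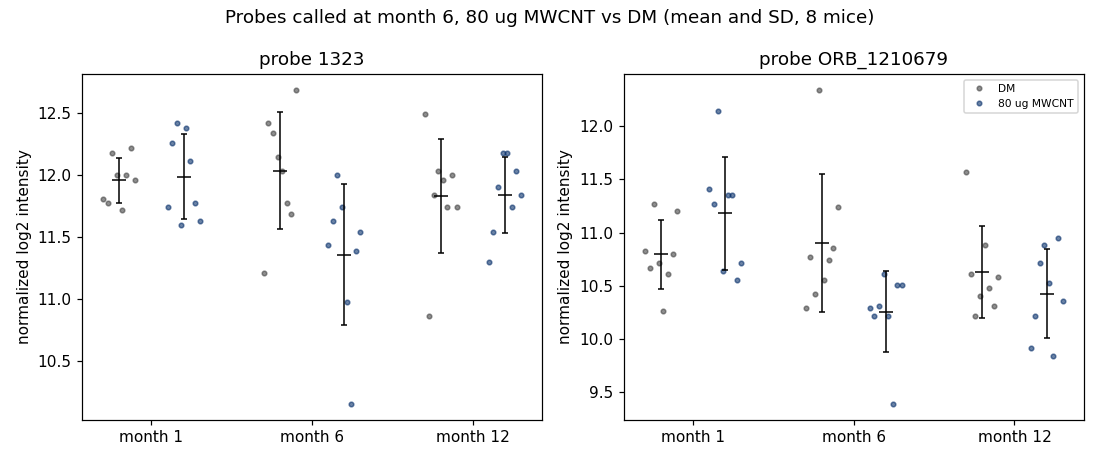
Normalized log2 intensity (vertical axes) of probes 1323 and ORB_1210679 in DM and 80 µg MWCNT by month, with 1 point per mouse and the mean and SD of 8 mice. At month 6 the means were 11.36 with 80 µg and 12.04 in DM for probe 1323, and 10.26 and 10.90 for probe ORB_1210679.

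The other exposures had no called probe at month 6 with limma on group means or with the 2-group test of the study's methods. With slide as a random block limma called 4 probes for 40 µg, all higher, and with array position as a fixed term 1 for crocidolite, higher. The crocidolite and DM arrays of month 6 shared no position, so the latter call does not separate exposure from position. At an unadjusted p under 0.05 there were 55 probes (1 µg), 61 (10 µg), 123 (40 µg) and 111 (crocidolite). Without the 2 dimmest DM arrays there were 7, 17, 31 and 18, and with array position as a fixed term 42, 61, 63 and 59. With crocidolite, probe ORB_1112422 was higher by 0.36 ± 0.08 (SE, adjusted p = 0.0079), with 5 of 8 DM arrays above threshold. Probe ORB_0409056 was lower, by -0.29 ± 0.07 (adjusted p = 0.0373). Both were under the fold limit as applied here, on values with the offset. Their differences kept these directions on each of the 4 scan days that held both groups. Those days held 3, 3, 1 and 1 DM arrays and 2, 3, 2 and 1 crocidolite arrays. For 1 µg, 75 probes were called with the deposited table and 42 with the background subtraction and scaling of the study's methods, all lower. There the median of all probes shifted by -0.30 and -0.25.

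At month 12 no exposure had a called probe with limma or the 2-group test. There were 17, 13, 33, 44 and 38 probes at an unadjusted p under 0.05, in the order 1, 10, 40 and 80 µg and crocidolite. Probe 2010 was higher with 40 µg by 0.46 ± 0.12 (SE, adjusted p = 0.0970), under the fold limit, in 8 of 8 mice above the DM median. It was called when array position was a fixed term, with the median SE of the comparison rising from 0.11 to 0.18. The 40 µg and DM arrays of month 12 shared no position, so this call does not separate exposure from position.

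The dose trend asked whether a probe moved steadily with the MWCNT dose. At month 6, 12 probes were called (8 up, 4 down). Probe 1834 rose with dose, with a fitted log2 change from 0 to 80 µg of 0.44 ± 0.10 (SE, adjusted p = 0.0135). Its means were 6.69 in DM, 6.89 at 1 µg, 7.05 at 10 µg, 7.13 at 40 µg and 7.16 at 80 µg. In DM it was above threshold on 5 of 8 arrays. Probe 1323 fell, with a fitted change of -0.48 ± 0.13 (adjusted p = 0.0451). Its means were 12.04 in DM, 11.88 at 1 µg, 11.85 at 10 µg, 11.83 at 40 µg and 11.36 at 80 µg. Most of its fall thus lay between 40 and 80 µg and was not steady. The called number was 0 under the background subtraction and scaling of the study's methods and with normexp and trimmed-mean scaling. It was also 0 with the deposited table and without the 2 dimmest DM arrays, 32 with slide as a random block and 34 over DM, 10 and 80 µg alone. Leaving out 1 array gave 4 (DM replicate 8 or 80 µg replicate 6) to 74 (DM replicate 1), with 20 to 74 for 16 of the arrays. At months 1 and 12 no probe was called (85 and 42 probes at an unadjusted p under 0.05). With array position as a term 1 was called at month 1, and with slide, scan day or brightness 1 each at month 12.

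Between crocidolite and 40 µg MWCNT no difference passed the test. No probe was called with limma or the 2-group test on the same values, and 53, 14 and 29 probes had an unadjusted p under 0.05 with limma at months 1, 6 and 12. With the subtraction, scaling and 2-group test of the study's methods together, 1 probe was called at month 1, lower with crocidolite. The test of exposure by month called no probe with limma (32 at an unadjusted p under 0.05). The groups at positions B and D did not differ from those at A and C by any called mouse probe (90 at an unadjusted p under 0.05).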

Values the study reported

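The study reported 484 mouse miRNA probes above its detection threshold in all samples of at least one treatment group, and 385 detectable mouse probes used in its analysis. It compared each group with its DM control by ANOVA at a p value under 0.05, a false discovery rate of 10% and a fold change of 1.5 or more. For mouse blood it listed only miRNAs that changed in the same direction in human cells. These were 2 at 1 month, miR-148b and miR-29c, both higher, and none at 6 and 12 months. They are not counts of all blood miRNAs that differed from DM, but they set a lower limit at 1 month. The study applied a similar analysis to miRNA, so both would have passed its limits against DM in some comparison. Here no probe was called at month 1 for any exposure, also with the subtraction, scaling and 2-group test of the study's methods together. The results differ in this, over other probes and another detection threshold, and the cause was not tested.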

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

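Scan day and array position as terms were planned, and the other tests in this part, the splits included, were chosen after the results were seen, as were the limits by which all of them were read, except for the deposited values at 1 µg.

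The first pattern is the set of differences from DM at month 6. For 80 µg MWCNT, 150 of 742 probes had an unadjusted p under 0.05. Removing DM replicates 3 and 4, the 2 dimmest of all 144 arrays, left 38 such probes, and 0 of the other 27 pairs of DM arrays left as few (lowest 43, median 163, highest 229). The 7 pairs with replicate 4 left 38 to 89 and the 21 pairs without it left 105 to 229, so the number at an unadjusted p under 0.05 may rest in part on DM replicate 4 (64 without it alone, 102 to 191 without any other 1 of the 16 arrays), but probes at an adjusted p under 0.10 (25) fell as far without 80 µg replicate 6 (0) or DM replicate 8 (4) as without DM replicate 4 (5). The 2 called probes kept their direction without the 2 arrays, at -0.61 ± 0.17 (SE) and -0.49 ± 0.19 against -0.68 ± 0.16 and -0.65 ± 0.19, and their adjusted p rose to 0.283 and 0.589. Array position is argued against for 80 and 10 µg by the layout, since at month 6 both lay at A and C, as DM did. With position as a term, 94.7% and 98.4% of their probes at an unadjusted p under 0.05 stayed there, which follows from that layout. Position stays open for 1 µg, 40 µg and crocidolite (41.8%, 37.4% and 32.4%), which lay almost only at other positions than DM. Brightness in general stays open, as 8.89% passed with it as a linear term. There the 2 probes were at -0.56 ± 0.16 (adjusted p = 0.0934, its call ended by the fold limit alone) and -0.56 ± 0.19 (adjusted p = 0.198). An effect of the exposure stays open too.

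For the deposited values, 75 probes were called lower for 1 µg at month 6, and 0 stayed called without the 2 dimmest DM arrays. Some other pairs did the same: over the other 27 pairs the number kept ranged from 0 to 75, with a median of 68. A candidate explanation is the scaling of dim arrays. The 0 calls kept without the 2 dimmest DM arrays of month 6 cannot decide it, since the loss was not particular to them. Pairs without DM replicate 4 kept as few as 0 calls, and pairs with it kept as many as 68.

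The third pattern is the month difference in DM. Scan day is argued against, since 90.9% of the month 12 calls and 100% of the month 6 calls stayed called with day as a term, and chance among the DM mice, since 100% of the calls of either month moved the same way in the exposed groups. Array brightness is argued against for month 12, with 100% kept. For month 6 brightness as the whole cause is argued against, since with it as a linear term 24 probes were called and the 23 probes kept their sign and a median of 99.3% of their log2 fold change (lowest 58.3%), and 73.9% stayed called; of the 6 that did not, 3 kept over 95% of their log2 fold change and missed only the adjusted p, and brightness stays open as a part of the other 3 (58.3% to 76.1% left). Age of the mice, time since exposure and any handling that differed between collection months were not separated by the design.

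In 100 splits of the same arrays, the real one included, 1 gave as many called probes as DM month 6 against month 1 (23, highest other 14). For DM month 12 against month 1 it was also 1 (22, highest other 4). Chance is argued against for both, though 1 of 100 is the lowest share these splits can give. At month 6 the real count was 9 without DM replicate 4 and 6 without the 2 dimmest DM arrays, and no splits were run without those arrays. For 80 µg at month 6, 10 of 100 splits gave as many (real 2, highest other 27), and for the month 6 dose trend 8 of 100 (real 12, highest other 33), so chance cannot be excluded for either. For the 21 results with no called probe all 100 of 100 splits gave as many, by definition. Of those results, 16 had at most 9 splits with more than 0. The other 5, of which 4 were month 6 comparisons with DM, had up to 38, and the highest count over the 21 results was 86. Counts of that size point to arrays or probes that vary together, and which of these was not tested.

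Samples far from the rest of their group were found in 4 of 58 groups of values, where chance gives about 2.9. Crocidolite replicate 4 of month 1 had 1055 mouse probes above threshold, and the nearest of the others had 862. Probe ORB_1210679 was 12.34 in DM replicate 4 of month 6, the highest of its group (next 11.24), and 9.39 in 80 µg replicate 6 of month 6, the lowest of its group (next 10.22). Probe 2010 was 8.83 in 40 µg replicate 6 of month 12, where the next was 8.26.

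The 80 µg difference from DM was compared between months over all 742 probes. Against month 1, 22 probes had an adjusted p under 0.10 (limma, 201 at an unadjusted p under 0.05), and 0 without the 2 dimmest month 6 DM arrays. In 9 of 100 splits as many were found (real 22, highest other 151), so chance cannot be excluded. Against month 12 there were 0 (44 at an unadjusted p under 0.05), as many by definition in 100 of 100 splits (highest other 149). The 2 probes called at month 6 had differences from month 1 of -0.71 ± 0.23 (SE, probe 1323, adjusted p = 0.0864) and -1.03 ± 0.27 (probe ORB_1210679, adjusted p = 0.0503), and from month 12 of -0.69 ± 0.23 (adjusted p = 0.647) and -0.44 ± 0.27 (adjusted p = 0.813). These 2 were picked for their month 6 difference, and the test of all exposures by month called none of 742 (smallest adjusted p 0.838).

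Probes outside the mouse table, for other species or controls, were scaled by the trimmed mean and compared in the same way. A control probe named Ncode_Control was the 1 called probe for 1 µg, 40 µg and crocidolite at months 1 and 12, and for 40 µg and crocidolite at month 6. It averaged 15.15 ± 0.76 (SD) on the 73 arrays at positions A and C and 6.30 ± 0.45 on the 71 at B and D, and no value overlapped (lowest 12.50, highest 8.48). The 3 arrays whose group usually lay at the other positions had 15.59, 6.41 and 15.26, following their position. At month 6 the called numbers were 4 for 1 µg, Ncode_Control among them, and 7 for 80 µg (6 higher, 1 lower), with 409 and 364 of 933 probes at an adjusted p under 0.10. In DM, 38 were called between month 6 and month 1 (24 higher, 14 lower, 600 at an adjusted p under 0.10) and 4 between month 12 and month 1, all higher (30 at an adjusted p under 0.10). The median log2 fold change of the 933 probes was -0.30, -0.29, 0.34 and 0.056 in these 4 comparisons.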

How the results depend on the processing

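No paired analysis was possible because the labels give no replicate numbers that pair mice across groups. The alternatives chosen after seeing the data were array brightness as a term, leaving out the 2 dimmest month 6 DM arrays, leaving out each array in turn, months over all exposures, and the subtraction, scaling and 2-group test of the study's methods together. Not run were the first scan of the 4 rescanned arrays, where every spot is marked bad, and the miRNA list tests, which need probe names. Where no cause is named, none was tested. For 80 µg at month 6, 2 probes were called in the main analysis. The count was 9 (all higher) with normexp and trimmed-mean scaling, 1 with no detection filter, 0 with the 2-group test of the study's methods (alone or with their subtraction and scaling), 8 at adjusted p under 0.05 with no fold limit, and 0 both with brightness as a term (probe 1323 at -0.56, adjusted p = 0.0934, ended by the fold limit alone) and without the 2 dimmest DM arrays. The other exposure comparisons had 0 calls in the main analysis. They gave 42 (subtraction and scaling of the study's methods) and 75 (deposited table), all lower, for 1 µg at month 6. For 40 µg they gave 4 at month 6 with slide as a random block and 1 at month 12 with array position as a term. For crocidolite at month 6 they gave 1 with array position as a term and 2 at adjusted p under 0.05. Crocidolite against 40 µg at month 1 (0) gave 1 with the subtraction, scaling and 2-group test of the study's methods together. The month 6 dose trend (12) became 0 with the subtraction and scaling of the study's methods and with normexp and trimmed-mean scaling. It was also 0 with the deposited table and without the 2 dimmest DM arrays, 32 with slide as a random block and 34 over DM, 10 and 80 µg alone. The month 1 trend (0) gave 1 with array position as a term, and the month 12 trend (0) gave 1 each with slide, scan day and brightness. DM month 6 against month 1 (23, of which 14 higher) gave 169 (154 higher) with the subtraction and scaling of the study's methods. It gave 58 (45 higher) with normexp and trimmed-mean scaling and 184 (170 higher) with the deposited table. It gave 5 with the 2-group test and 6 without the 2 dimmest DM arrays (median 86.3% of the log2 fold change left). DM month 12 against month 1 (22) gave 34 (27 higher) with the study's subtraction and scaling and 35 at adjusted p under 0.05 with no fold limit. Leaving out 1 array gave 0 to 9 probes for 80 µg at month 6, 4 to 74 for the month 6 trend, 9 to 32 for DM month 6 and 18 to 26 for DM month 12. For 80 µg the count was 0 without 80 µg replicate 6, 1 without DM replicate 4 or 8, 9 without DM replicate 1 or 80 µg replicate 4, 8, 6, 5 and 7 without DM replicates 5 and 6 and 80 µg replicates 3 and 7. The trend was 4 without DM replicate 8 or 80 µg replicate 6, and 20 to 74 without 16 other arrays. Among values of named probes, 760 stayed on their side of the threshold, 75 were no longer called, 9 became called and 7 reversed. Under normexp with trimmed-mean scaling, which moves the median of all probes at month 6 by -0.16 to -0.27, reversed log2 fold changes were -0.070 (10 µg, month 6), -0.20 (probe 1104, 80 µg, month 6), -0.076 and -0.069 (10 µg, month 12) and -0.057 (80 µg, month 12), and the trend of probe 1104 was -0.0045 per unit of log2(dose + 1). With the deposited table probe 1104 was at -0.030. Signal over background limits dim probes, since the offset sets a floor.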

Other observations

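The main count of detectable probes here was 742. That is higher than the values quoted from the study above, which rest on another threshold, other starting probes and other arrays.

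This listing was made after the values were seen. Of the 48 mice of month 1, 4 had values of both probes 1084 and 1098 below the highest of the later months (9.04 and 10.08). They were 40 µg replicates 4 and 5, at 8.86 and 8.42 for probe 1084 and 9.04 for probe 1098 in both, and 80 µg replicates 2 and 3, at 8.97 and 8.49 for probe 1084 and 9.84 and 8.70 for probe 1098.

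At month 6, DM against the mean of the 5 exposures had 33 probes with adjusted p under 0.10 (limma, 135 at an unadjusted p under 0.05), and 0 (12) without the 2 dimmest DM arrays. The 80 µg group against the mean of the other 4 exposures had 5 probes (52 at an unadjusted p under 0.05), and 5 (55) without those arrays, which enter only the estimate of the spread.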
